# IRE1 inhibition perturbs the unfolded protein response in a pancreatic β-cell line expressing mutant proinsulin, but does not sensitize the cells to apoptosis

**DOI:** 10.1186/1471-2121-15-29

**Published:** 2014-07-10

**Authors:** Liling Zhang, Courtney Nosak, Pietro Sollazzo, Tanya Odisho, Allen Volchuk

**Keywords:** Endoplasmic reticulum stress, ER-associated degradation (ERAD), Proinsulin biosynthesis, Pancreatic beta-cells

## Abstract

**Background:**

The Akita mutation (C96Y) in the insulin gene results in early onset diabetes in both humans and mice. Expression of mutant proinsulin (C96Y) causes endoplasmic reticulum (ER) stress in pancreatic β-cells and consequently the cell activates the unfolded protein response (UPR). Since the proinsulin is terminally misfolded ER stress is irremediable and chronic activation of the UPR eventually activates apoptosis in some cells. Here we analyzed the IRE1-dependent activation of genes in response to misfolded proinsulin production in an inducible mutant proinsulin (C96Y) insulinoma cell line.

**Results:**

The IRE1 endoribonuclease inhibitors 4μ8c and MKC-3946 prevented the splicing of the XBP1 mRNA in response to ER stress caused by mutant proinsulin production. Microarray expression analysis and qPCR validation of select genes revealed that maximal upregulation of many UPR genes in response to mutant proinsulin production required IRE1, although most were still increased above control. Interestingly, neither degradation of misfolded proinsulin via ER-associated degradation (ERAD), nor apoptosis induced by prolonged misfolded proinsulin expression were affected by inhibiting IRE1.

**Conclusions:**

Although maximal induction of most UPR genes requires IRE1, inhibition of IRE1 does not affect ERAD of misfolded proinsulin or predispose pancreatic β-cells expressing misfolded proinsulin to chronic ER stress-induced apoptosis.

## Background

Accumulation of unfolded and misfolded proteins in the endoplasmic reticulum (ER) leads to the activation of the unfolded protein response (UPR) that serves to counteract this situation by transiently attenuating protein translation, followed by induction of a transcriptional response that increases the levels of genes involved in ER and secretory pathway function [1]. The UPR is an adaptive program that in metazoans is mediated by three ER stress response sensors, PERK, IRE1 and ATF6. These are ER-localized transmembrane proteins that sense the accumulation of misfolded proteins in the ER and initiate signal transduction cascades that mediate the output of the UPR. The PERK pathway reduces global translation via phosphorylation of eIF2α [2], that in turn enhances translation of the ATF4 transcription factor [3]. IRE1 activation in response to ER stress leads to the splicing of the XBP1 mRNA and translation of the XBP1 transcription factor in mammalian cells [4,5], while ATF6 is an ER-localized protein that is activated by regulated intramembrane proteolysis in the Golgi to release an active transcription factor [6]. Each of these transcription factors regulates genes involved in the UPR, although there is overlap in the genes controlled by these proteins. Furthermore, there is wide variability in the expression and relative abundance of various ER chaperone and co-chaperone proteins in different eukaryotic cells [7], likely due to the nature of the protein products produced by different cell types. Thus, highly specialized cells such as insulin-secreting pancreatic β-cells have a unique chaperone expression profile compared to other cell types and likely have a unique UPR output [7].

In addition to the cell survival output of the UPR, if ER stress remains persistent and these pathways remain active for prolonged periods then apoptosis can be initiated that involves a number of potential pathways, including prolonged expression of pro-apoptotic transcription factors such as CHOP, JNK stress kinase activation, and the IRE1-dependent degradation (or RIDD) activity of IRE1 that non-selectively degrades mRNAs in the vicinity of the ER membrane [8-13].

ER stress has been implicated in contributing to pancreatic β-cell dysfunction and death resulting in the development of diabetes. This is evident in rodents and human patients with certain mutations in the insulin gene that cause misfolding of proinsulin in the ER [14,15] and in rodents and patients with mutations in the PERK gene [16,17]. ER stress has also been implicated in contributing to pancreatic β-cell dysfunction in more common forms of diabetes associated with obesity. Several studies have reported increased ER stress markers in pancreatic islets in rodent models of obesity and diabetes and in humans with type 2 diabetes [18-21]. Furthermore, we recently showed that enhanced chaperone capacity in pancreatic β-cells can improve β-cell function and protect C57Bl/6 mice from developing glucose intolerance in response to a high fat diet [22]. Thus, understanding how pancreatic β-cells respond to ER stress may prove beneficial in developing strategies to improve cell function and survival as potential treatment options for the disease.

To elucidate the UPR in pancreatic β-cells we recently identified gene expression changes resulting from the expression of a mutant proinsulin in an insulinoma cell culture model [23]. Expression of the Akita mutant insulin 2 (C96Y) resulted in induction of various genes involved in ER and secretory pathway function. Furthermore, prolonged expression of the misfolded proinsulin also leads to detection of cell apoptosis in the population [23]. Here we have taken advantage of recently described inhibitors of IRE1 endoribonuclease activity [24,25] to analyse the role of the IRE1/XBP1 pathway in the UPR in this cell line and the effect on ER stress-induced apoptosis. We find that the IRE1 pathway is required for maximal induction of most UPR target genes, but unexpectedly does not sensitize the cells against chronic ER stress-induced apoptosis.

## Methods

### Cell culture

Rat INS-1 insulinoma cells were obtained from Dr. Claus Wollheim (University of Geneva) [26]. INS1 832/13 insulinoma cells were obtained from Dr. Chris Newgard (Duke University) [27]. INS-1 (Insulin 2 C96Y-GFP) cells (clone #4S2) were generated as described [23]. These cell lines were maintained as described in the respective references.

### Microarray analysis

INS-1 (Insulin 2 C96Y-GFP) cells (clone #4S2) were treated with or without Dox (2 μg/ml), Dox with 4μ8c (5 μM), or 4μ8c (5 μM) alone for 48 h. Two independent experiments were performed and total RNA was isolated using TRIzol reagent (Invitrogen) followed by isolation using an RNeasy mini kit (QIAGEN). Assessment of RNA quality and microarray analysis was performed at the University Health Network Microarray Centre as described previously [23].

Genes with multiple probesets were averaged to produce a single fold change value for each gene. Fold change values for both Dox/Untreated and Dox4μ8c/Untreated were log2 transformed. These were then plotted. All analysis was done in R (http://www.r-project.org/).

### RNA isolation and real-time PCR analysis

Total RNA was isolated from rat INS-1 (Insulin 2 C96Y-GFP) cells or mouse islets using TRIzol (Invitrogen) and real-time PCR analysis was performed using the TaqMan Gene Expression system (Life Technologies) as described previously [28]. Gene-specific primers and control β-actin primers were obtained from Life Technologies: Trib3: Rn00595314_m1; HERP: Rn00585371_m1; SDF2L1: Rn01404682_m1; DNAJB9: Rn00562259_m1; GRP78/BiP: Rn01435771_g1; CHOP: Rn00492098_g1; EDEM1: Rn01421307_m1; TXNIP: Rn01533891_g1. The XBP1 splicing assay was performed as described previously [28].

### Cell apoptosis assay

Cell apoptosis was measured using the cell death detection ELISA kit (Roche) according to the instructions provided in the kit and in reference [23]. The ELISA assay detects oligonucleosomes in the cytosol, as an indicator of apoptotic cells.

### MTS cell viability assay

INS-1 (Insulin 2 C96Y-GFP) cells (clone #4S2) cells were either left untreated or treated with 2 μg/ml doxycycline, 2 μg/ml doxycycline and 5 μM 4μ8C or 5 μM 4μ8C alone. After 48 h 50,000 cells/100 μl of media from each treatment well were seeded into a 96-well plate in duplicates. The CellTiter 96 AQ_ueous_ Non-Radioactive Cell Proliferation Assay MTS (Promega, #G5421) was performed according to the instructions provided in the kit. Briefly, 20 μl of the combined PMS/MTS mixture was added to each well and incubated for 4 h at 37°C and 5% CO_2_. The absorbance at 490 nm was then measured with a plate reader.

### Western blot analysis

Proteins were resolved using 10% SDS-PAGE gels or 4-12% NuPAGE gels (Invitrogen) and transferred to nitrocellulose membranes as described in [28]. Antibodies: γ-tubulin, Sigma-Aldrich (T6557); GM130, BD Biosciences (G65120); GFP, Clontech, (632381); KDEL, StressGen, (SPA-827); Insulin, Santa Cruz Biotech. (SC-9168); cleaved caspase 3, Cell Signaling, (9661); Phospho-eIF2α, Cell Signaling, (9721); Herp (provided by Dr. Linda Hendershot, St. Jude Children’s Hospital, Memphis, TN).

## Results

Expression of a mutant proinsulin C96Y-GFP fusion protein causes ER stress, induction of the UPR and apoptosis in a cultured insulinoma cell line we generated previously [23]. To define the role of the IRE1 pathway in the UPR in this model system we used a recently described IRE1 inhibitor 4μ8c that specifically inhibits the endoribonuclease activity of IRE1 and prevents splicing of the XBP1 mRNA in response to ER stress [24]. We initially tested whether 4μ8c affects doxycycline-induced mutant proinsulin-GFP expression and the effect of the inhibitor on cell survival, apoptosis and XBP1 splicing. The compound 4μ8c had no effect on mutant insulin expression induced by doxycycline or cell viability up to 10 μM (Figure 1A). However, at concentrations >25 μM cell loss was observed and apoptotic cells were detected as monitored by cleaved caspase 3 protein expression (Figure 1A). Consequently, for all subsequent experiments 5 μM 4μ8c was used. At this concentration XBP1 splicing in response to mutant proinsulin expression or thapsigargin treatment was completely prevented (Figure 1B; compare lanes 2 and 3; 5 and 6). As expected, the inhibitor had no effect on mutant proinsulin or thapsigargin-induced activation of the PERK pathway as monitored by Ser51 phosphorylation of eIF2α (Figure 1C).

**Figure 1:**
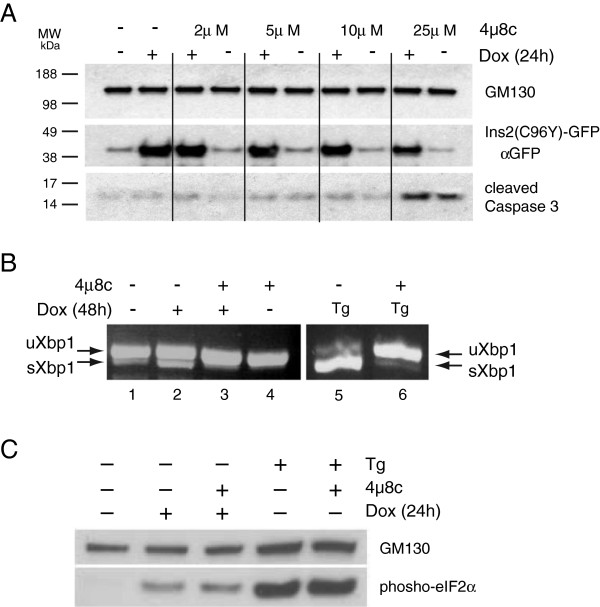
**Effect of IRE1 inhibitor 4μ8c on mutant proinsulin expression, XBP1 splicing and eIF2α phosphorylation. A**. Insulin 2 C96Y-GFP cells were treated or not with 2 μg/ml doxycycline (Dox) for 24 h in the presence or absence of the indicated concentrations of the IRE1 inhibitor 4μ8c. Cell lysates were prepared and immunoblotted for GFP to detect the mutant proinsulin, cleaved caspase 3 and loading control protein GM130. **B**. Insulin 2 C96Y-GFP cells were treated or not with 2 μg/ml Dox for 48 h in the presence or absence of 5 μM 4μ8c and total RNA was isolated. In lanes 5 and 6 the cells were incubated in 1 μM thapsigargin (Tg) for 1 h prior to RNA isolation. Unspliced (u) and spliced (s) XBP1 cDNA were amplified by RT-PCR. Result is representative of 3 independent experiments. **C**. Insulin 2 C96Y-GFP cells were treated as indicated and immunoblotted with phospho-eIF2α and GM130 antibodies.

To examine the effect of IRE1 inhibition on global mRNA expression in response to misfolded proinsulin expression, we treated cells with Dox for 48 h to induce mutant proinsulin in either the presence or absence of 4μ8c and performed microarray analysis from two independent experiments. 

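These arrays measured mRNA in INS-1 cells, a rat insulinoma line used as a model of the pancreatic β-cell, that express insulin 2 with the C96Y (Akita) mutation fused to GFP when Dox is added. The groups were untreated cells, cells given Dox and cells given Dox with 5 μM 4μ8c, an inhibitor of the endoribonuclease activity of IRE1. Each of the 2 independent experiments gave 1 array per group, so that there were 6 arrays, 2 per group. The paper gives Dox at 2 μg/ml for 48 h, and the sample labels give 4 μg/ml. Arrays of cells given 4μ8c alone were not analysed here. All Dox-treated cells carried the insulin 2 C96Y-GFP gene, so that effects of doxycycline itself cannot be told apart from those of mutant proinsulin. Total RNA, 200 ng per sample in the labels, was hybridized to Affymetrix arrays, and the submitters' processing notes name RMA, which corrects background, normalizes between arrays and summarises the probes of each probeset. The deposited values are on a log2 scale and were centred for each probeset within an experiment. In experiment 1 the median over the 3 arrays was 0 for 100% of the 25476 probesets, and in experiment 2 the values of 100% of the probesets fit a median of 0 over 4 arrays. The fourth array is not among those held here, so that the centring of experiment 2 is inferred from 3 arrays. Differences between arrays of one experiment are not altered by the centring, but signal levels are lost. Log2 changes are therefore differences between arrays of the same experiment, averaged over both experiments. The log2 values of the 17978 probesets with 1 gene symbol were averaged per gene, which gave 12603 genes. Standard errors (SE) and Benjamini-Hochberg adjusted p-values came from limma with the experiment as a term beside the 3 groups, and a gene passed the test at an adjusted p under 0.05. The design written before the data were examined had no experiment term. It was added because of the centring, and kept when the counts of both fits were known. Without it, an offset that the centring leaves between the experiments counts as spread, so that genes changed alike by Dox and by Dox+4μ8c rarely pass. Counts from the fit without the experiment term are given where they differ by more than 1.5 times or a named gene no longer passes. Dox replicate 2 stood apart from the other arrays. The SD of its values over all probesets was 0.18, against 0.05 to 0.12 on the other 5 arrays, and the gap between the 5′ and 3′ probesets of the 4 poly-A spike-ins changed by a median of -0.65 (log2, against untreated of the same experiment), compared with -0.26 to 0.10 on the other treated arrays. The number of arrays limits the precision of every value. With 1 array left out, its group keeps 1 array and the spread comes from the other 2 groups alone. Calls gained or lost in such fits do not show the effect of that array by itself.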

The inhibitor alone did not affect gene expression changes ≥1.5 fold. 

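With Dox, 122 genes were at least 1.5 fold higher than in untreated cells, 97 of them in each experiment on its own. Among the largest rises were Trib3, a pseudokinase of the integrated stress response, with a log2 change of 2.88 (SE 0.09, adjusted p = 0.00016), and Slc7a11, which encodes the cystine/glutamate antiporter, at 2.40 (SE 0.19, adjusted p = 0.0024). Chac1, a glutathione-degrading enzyme, rose by 2.23 (SE 0.05, adjusted p = 8.6e-05), Ifi27l2b by 2.00 (SE 0.05, adjusted p = 8.6e-05), the serpin gene Serpinb9b (RGD1562844 in Fig. 2) by 1.99 (SE 0.12, adjusted p = 0.0012) and the fucosyltransferase gene Fut1 by 1.93 (SE 0.13, adjusted p = 0.0016). In experiments 1 and 2, the log2 change of Trib3 was 2.95 and 2.81 and that of Slc7a11 2.66 and 2.14. Of 18 genes listed as regulators of the PERK-ATF4 branch of the UPR, 13 rose and none fell (15 rose when adjusted over the list alone). Among them were the transcription factor Atf5 at 1.16 (adjusted p = 0.00072) and the stress-induced regulator Nupr1 at 1.13 (adjusted p = 0.0018). The list also holds effectors such as Chac1 and Gdf15, so that it reads the output of the branch as well as its control. Of 22 genes of amino acid synthesis and transport, 18 rose and none fell (18 rose when adjusted over the list alone), including Psat1 of serine synthesis at 1.41 (adjusted p = 0.00104), the neutral amino acid transporter Slc1a4 at 1.32 (adjusted p = 0.0011) and the mitochondrial folate enzyme Mthfd2 at 1.01 (adjusted p = 0.0012). Of 19 cytosolic aminoacyl-tRNA synthetases, 12 rose and none fell (15 rose when adjusted over the list alone), with Nars1 at 0.95 (adjusted p = 0.0025) and Sars1 at 0.75 (adjusted p = 0.0049). At an unadjusted p under 0.05 no member of the 3 lists fell either. As sets, they were higher than other genes by limma's camera (adjusted p = 7.3e-17, 9.7e-18 and 2.5e-12), but not with an estimated correlation (adjusted p = 0.222, 0.222 and 0.258). The paper's Table S1 holds 8, 9 and 9 of their members, which are not independent evidence of the direction. Of the 122 genes, 120 passed the test of Dox against untreated, and over all genes limma called 557 higher. Without the experiment term these counts were 62 and 303, the lists had 5, 3 and 1 risen members, and of the genes named here only Chac1 and Serpinb9b passed, with adjusted p from 0.051 to 0.12 for the others. The 557 became 177 without untreated replicate 1, 223 without untreated replicate 2, 1104 without Dox replicate 1 and 333 with either Dox+4μ8c array left out, and the 12 risen synthetases became 5 without untreated replicate 1.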

Doxycycline treatment lead to ≥1.5 fold induction of ~120 genes, most of which were previously observed to be increased by mutant proinsulin expression [23]. This is summarized in Figure 2 and highlighted in the top and right boxes. Surprisingly, a large subset of these genes (~70%) are no longer upregulated ≥1.5 fold (right box, red), while ~30% are still upregulated when the inhibitor was added in the presence of Dox (top box, green). However, genes that were still induced ≥1.5 fold in the presence of the inhibitor usually exhibit lower expression than with Dox alone (Additional file 1: Table S1). 

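Of the 122 genes, 86 (70.5%) were less than 1.5 fold above untreated cells with Dox+4μ8c and 36 (29.5%) were still at least 1.5 fold above. In experiments 1 and 2 on their own, 60.8% and 80.8% of the genes induced there were under the threshold with 4μ8c. Several of the 86 did not differ from untreated cells past the test. With Dox+4μ8c against untreated, the log2 change was -0.10 (SE 0.12, adjusted p = 0.75) for Bhlha15, a transcription factor of secretory cells, 0.20 (SE 0.10, adjusted p = 0.42) for Dnajb9, the ER co-chaperone ERdj4, and 0.01 (SE 0.05, adjusted p = 0.97) for Kdelr3, a receptor that returns ER proteins from the Golgi. The cargo receptor Tmed3 was at -0.05, Zfp9 at 0.10 and Oat, ornithine aminotransferase, at 0.25. Other genes under the threshold were still higher than in untreated cells: 28 of the 86 passed the test, such as Ggct of glutathione turnover at 0.47 (adjusted p = 0.029) and the ER chaperone Hyou1 at 0.37 (adjusted p = 0.042). The 36 genes still induced included Trib3 at 2.80 (SE 0.09, adjusted p = 0.00019), Chac1 at 1.94 (SE 0.05, adjusted p = 0.00011), Slc7a11 at 1.60 (SE 0.19, adjusted p = 0.018), Fut1 at 1.62 (adjusted p = 0.0061), Psat1 at 1.33 (adjusted p = 0.0028) and Ifi27l2b at 1.93 (adjusted p = 0.00011). Over all genes, limma called 148 higher with Dox+4μ8c than untreated. The fit without the experiment term called 0 (825 at an unadjusted p under 0.05), and 0 of the 86 passed (40 at an unadjusted p under 0.05). The 148 became 12 without untreated replicate 1, 48 without untreated replicate 2, 8 and 18 without Dox+4μ8c replicates 1 and 2, and 318 with either Dox array left out. The 28 became 0 without untreated replicate 1 or either Dox+4μ8c array (Ggct and Hyou1 also without untreated replicate 2, where 2 genes passed), and 51 and 44 without Dox replicates 1 and 2. Of the genes still induced, Slc7a11 did not pass without untreated replicate 1 or Dox+4μ8c replicate 1, Fut1 without the first and Psat1 without the second.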

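Of the 36 genes still induced with 4μ8c, 32 had lower values with Dox+4μ8c than with Dox, and 4 of these differences passed the test. All 4 encode chaperones, co-chaperones or related proteins of the ER lumen. Sdf2l1 went from a log2 change of 1.86 with Dox to 1.38 with Dox+4μ8c, a difference of -0.48 (SE 0.07, adjusted p = 0.0302). Creld2 went from 1.46 to 0.94, a difference of -0.52 (SE 0.06, adjusted p = 0.021), Dnajc3 from 1.19 to 0.69, a difference of -0.51 (SE 0.07, adjusted p = 0.032), and Dnajb11, named because of the small count after its value was seen, from 1.01 to 0.65, a difference of -0.36 (SE 0.06, adjusted p = 0.043). Of the genes whose difference did not pass, Slc7a11 was at -0.80 (SE 0.19, adjusted p = 0.14), Nupr1 at -0.40 (SE 0.08, adjusted p = 0.084), Slc1a4 at -0.33 (SE 0.08, adjusted p = 0.13) and Chac1 at -0.29 (SE 0.05, adjusted p = 0.067). Trib3, Psat1 and Ifi27l2b differed by -0.08, -0.08 and -0.07, which did not pass either. In the fit without the experiment term 0 of the 36 passed, and 0 were lower at an unadjusted p under 0.05 (18 with the term), with adjusted p from 0.47 to 0.63 for the 4 ER genes, and the rises of Sdf2l1, Creld2 and Dnajb11 with Dox and of all 4 with Dox+4μ8c did not pass. The 4 became 0 with either Dox+4μ8c array left out, 2 without Dox replicate 2 and 9 without Dox replicate 1, where Chac1, Nupr1 and Slc1a4 passed. Slc7a11 passed with either untreated array left out.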

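With Dox+4μ8c, 4 of the 122 induced genes had values at or above those with Dox, in both experiments. They were Serpinb9b, with a difference of 0.19 (SE 0.12, adjusted p = 0.62) between Dox+4μ8c and Dox, the glutamyl-prolyl-tRNA synthetase gene Eprs1 at 0.16 (SE 0.14, adjusted p = 0.71), the transcription factor gene Atf5 at 0.10 (SE 0.06, adjusted p = 0.59) and Myc at 0.05 (SE 0.05, adjusted p = 0.74). Eprs1 and Myc are named because of the small count, after their values were seen. None of the 4 differences passed the test, or an unadjusted p under 0.05. The number was 6 with each array centred on its median or with linear fold changes averaged, and 15 without Dox+4μ8c replicate 2.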

The induction of only 6 genes appeared to be not affected by the inhibitor. Thus, it appears that the IRE1 pathway contributes to the induction or maximal induction of the majority of genes in response to mutant proinsulin expression.

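Of the 122 genes induced by Dox, 118 had lower values with Dox+4μ8c than with Dox, 109 of them in both experiments. The difference passed the test for 53 of these. Bhlha15 had a log2 difference of -1.44 (SE 0.12, adjusted p = 0.013) between Dox+4μ8c and Dox, the peptidyl-prolyl isomerase gene Fkbp11 -1.13 (SE 0.07, adjusted p = 0.0102), Dnajb9 -1.05 (SE 0.10, adjusted p = 0.013), Kdelr3 -0.97 (SE 0.05, adjusted p = 0.0102) and Tmed3 -0.94 (SE 0.08, adjusted p = 0.013). Zfp9 differed by -0.85 (adjusted p = 0.013), Smim14 by -0.84 (adjusted p = 0.0102), the selenoprotein gene Selenom by -0.81 (adjusted p = 0.013) and Oat by -0.79 (adjusted p = 0.013). The median share of the log2 induction kept with 4μ8c was 55.4%, and 69.4% and 43.0% in experiments 1 and 2. Genes picked for high values with Dox can be lower on other arrays by chance. Therefore genes induced at least 1.5 fold in one experiment were also read in the other. Of 130 genes picked in experiment 1, 74.6% were at least 1.5 fold above untreated with Dox in experiment 2, 20.0% with Dox+4μ8c, and 94.6% were lower with Dox+4μ8c than with Dox. Of 130 picked in experiment 2 and read in experiment 1, these shares were 74.6%, 31.5% and 88.5%. Over all genes, limma called 203 lower and 22 higher with Dox+4μ8c than with Dox. Leaving out the experiment term gave 129 and 14, and 26 of the 122 induced genes, with Fkbp11 at an adjusted p of 0.051. At the level of single probesets limma called 0 in either direction (1287 lower and 435 higher at an unadjusted p under 0.05). The 203 and 22 were 580 and 325 without Dox replicate 1 and 0 and 0 without Dox+4μ8c replicate 1 (1032 and 400 at an unadjusted p under 0.05) or without Dox+4μ8c replicate 2 (467 and 128), so that none of the differences named here passed in either case, and the 22 became 14 with either untreated array left out. The 53 became 88 without Dox replicate 1. From the large share of genes no longer induced, or induced less, in the presence of the inhibitor, the paper proposes that the IRE1 pathway contributes to the induction of most genes that respond to mutant proinsulin.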

**Figure 2:**
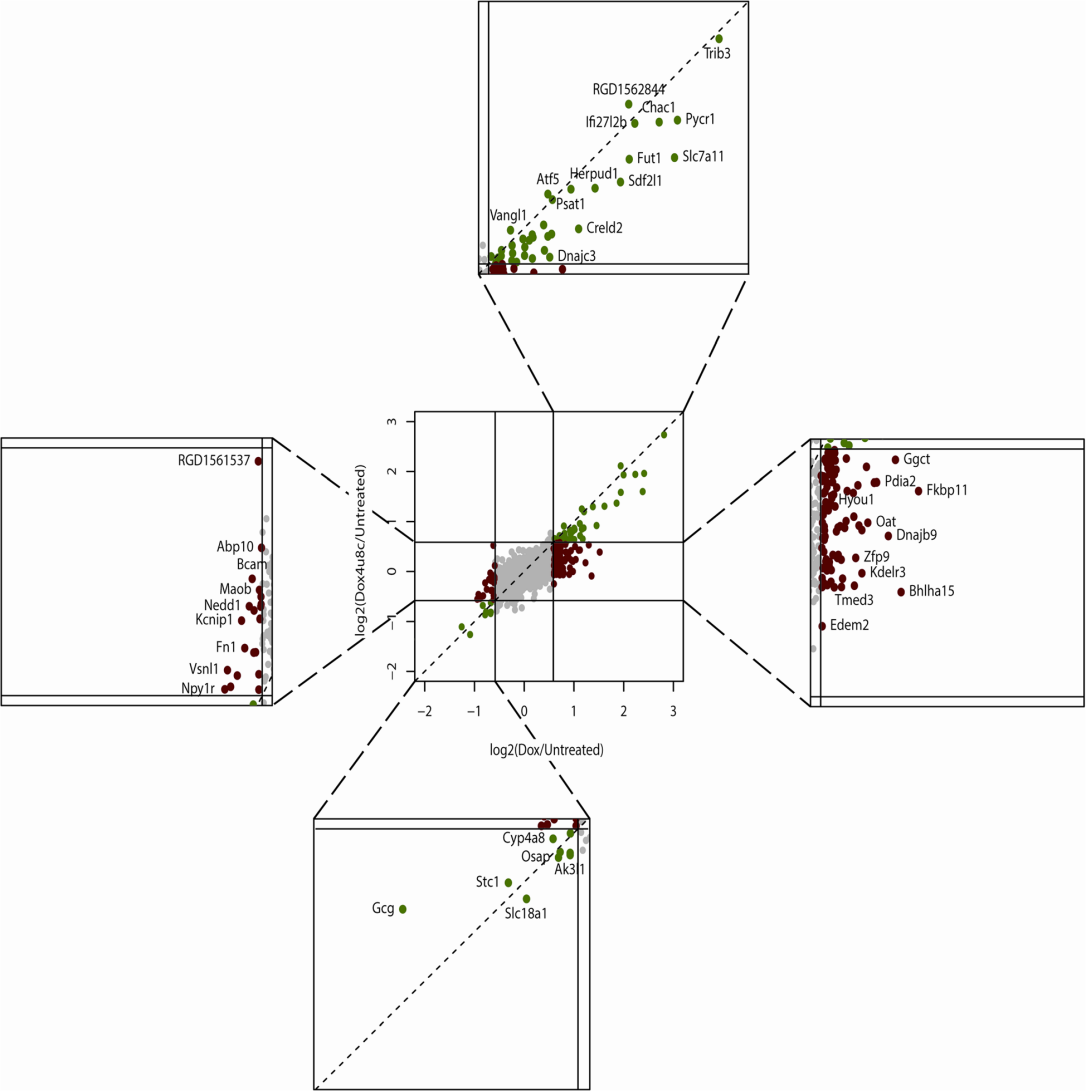
**Effect of IRE1 inhibition on global changes in mRNA expression in response to mutant proinsulin production.** Insulin 2 C96Y-GFP cells were treated with 2 μg/ml doxycycline for 48 h to induce expression of the insulin 2(C96Y)-GFP fusion protein in the presence or absence of 5 μM 4μ8c. Total RNA was isolated from cells and hybridized to Affymetrix microarray chips. Log2 normalized mRNA fold change values relative to untreated cells were plotted. Regions of the plot where gene expression has changed greater than 1.5 fold has been expanded and labeled with selected gene names. Gene expression changes >1.5 fold resulting from doxycycline-induced expression of mutant proinsulin (top and right boxes). Genes no longer induced >1.5 fold in the presence of 4u8c are indicated in red (right box), while those still induced >1.5 fold in the presence of 4u8c are indicated in green (top box). Genes reduced >1.5 fold resulting from doxycycline-induced expression of mutant proinsulin (left and bottom boxes). Genes no longer reduced >1.5 fold in the presence of 4u8c are indicated in red (left box), while those still reduced >1.5 fold in the presence of 4u8c are indicated in green (bottom box). Results are from N=2 independent experiments.

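With Dox, 22 genes were at least 1.5 fold lower than in untreated cells, 17 of them in each experiment on its own. The largest fall was that of Gcg, which encodes glucagon, with a log2 change of -2.22 (SE 0.10, adjusted p = 0.00072). Stc1, which encodes the hormone stanniocalcin, was at -1.17 (SE 0.09, adjusted p = 0.0024), the vesicular monoamine transporter gene Slc18a1 at -1.08 (SE 0.05, adjusted p = 0.00072) and C2cd4a at -0.99 (SE 0.05, adjusted p = 0.00072). The neuronal calcium sensor gene Vsnl1 was at -0.98 (adjusted p = 0.0045), the neuropeptide Y receptor gene Npy1r at -0.96 (adjusted p = 0.00097), Wnt4 at -0.84 (adjusted p = 0.0017) and Sytl4 of the secretory granule at -0.83 (adjusted p = 0.011). Fibronectin (Fn1) was at -0.78 (adjusted p = 0.0038), Mgarp (Osap in Fig. 2) at -0.78 (adjusted p = 0.0036) and the adenylate kinase gene Ak4 (Ak3l1 in Fig. 2) at -0.68 (adjusted p = 0.0045). Nedd1 and Ercc6l2 (RGD1561537 in Fig. 2) did not pass the test and were not lower in experiment 1, with log2 changes of 0.04 and -1.10 in experiments 1 and 2 for Nedd1 and 0.14 and -0.41 for Ercc6l2 (both passed without Dox replicate 1). Of the 22 genes, 21 passed the test of Dox against untreated (10 without the experiment term, where Gcg, Slc18a1, Sytl4, Vsnl1 and Ak4 did not, with adjusted p from 0.054 to 0.088). The 22 became 49 without untreated replicate 1 and 73 without Dox replicate 1, where Dox replicate 2 was the only Dox array. Over all genes, limma called 253 lower with Dox, 137 without the experiment term, 62 without untreated replicate 1, 61 without untreated replicate 2, 655 without Dox replicate 1 and 94 with either Dox+4μ8c array left out.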

Treatment with Dox for 48 h also leads to the down-regulation of a number of genes ≥1.5 fold (Figure 2, bottom and left boxes). 

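With Dox+4μ8c, 12 of the 22 genes reduced by Dox were less than 1.5 fold below untreated cells and 10 were still at least 1.5 fold below. Of the 22, 18 had higher values with Dox+4μ8c than with Dox, and 8 of these differences passed the test. Bcam, an adhesion molecule of the immunoglobulin family, differed by 0.65 (SE 0.05, adjusted p = 0.013), the potassium channel-interacting protein gene Kcnip1 by 0.53 (SE 0.05, adjusted p = 0.013), Maob, monoamine oxidase B, by 0.52 (SE 0.05, adjusted p = 0.013) and Gulp1, an engulfment adaptor, by 0.43 (SE 0.05, adjusted p = 0.018). Against untreated cells, these 4 genes were at -0.04, -0.17, -0.09 and -0.17 with Dox+4μ8c and did not pass the test. Gcg was higher with Dox+4μ8c than with Dox by 0.86 (SE 0.10, adjusted p = 0.021) and remained below untreated at -1.36 (SE 0.10, adjusted p = 0.0061). Npy1r, Wnt4 and C2cd4a were also higher, by 0.38, 0.35 and 0.28. Slc18a1, Ak4, Mgarp and Fam151a were not, with differences of -0.18, -0.16, -0.08 and -0.04 that did not pass the test. If the experiment term was left out, the differences of Bcam, Kcnip1, Maob and Gulp1 passed, so that the 8 became 4, those of Npy1r, Wnt4 and C2cd4a did not (adjusted p = 0.46, 0.24 and 0.57), and for Gcg the adjusted p was 0.52 against Dox and 0.21 against untreated. When genes were picked in one experiment and read in the other, 73.3% of 30 genes picked in experiment 1 were higher with Dox+4μ8c than with Dox in experiment 2, but 48.6% of 70 genes picked in experiment 2 were higher in experiment 1, where 24.3% were at least 1.5 fold lower with Dox. The share no longer reduced at least 1.5 fold, 54.5% here, was 53.3% and 84.3% in experiments 1 and 2 on their own. It was 87.7% without Dox replicate 1, and 33.3% with 2 fold as the threshold, where 3 genes were reduced. The 12, 10 and 18 became 33, 16 and 43 without untreated replicate 1, and the 12 and 18 became 64 and 70 without Dox replicate 1. The 8 became 60 without Dox replicate 1 and 0 with either Dox+4μ8c array left out, and Wnt4 and C2cd4a did not pass with either untreated array left out, nor C2cd4a without Dox replicate 2. Gcg did not pass against untreated without Dox+4μ8c replicate 1.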

The down-regulation of most of these genes is dependent on IRE1 as the presence of the inhibitor reduces or prevents the down-regulation of the majority of these genes (Figure 2 and Additional file 2: Table S2).The microarray analysis suggests that maximal induction of most genes is dependent on IRE1 activity. We validated some of the well-established UPR genes by quantitative PCR. As shown in Figure 3, IRE1 inhibition had no effect on the induction of the major UPR gene GRP78, but did prevent maximal induction of most of the genes examined, including SDF2L1, DNAJB9/ERdj4, HERP and EDEM1. We also examined pro-apototic genes in response to Dox with or without inhibitor. CHOP mRNA levels are not significantly affected by 48 h mutant proinsulin. However, other pro-apoptotic genes such as Trib3 and TxNIP that are induced by mutant proinsulin expression are reduced by the inhibitor (Figure 3). In summary, most well-established UPR genes are still induced when IRE1 activity is completely inhibited, although the general response appears to be blunted compared to control cells.

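Of 30 ER chaperones and foldases, 24 were higher with Dox than untreated and none was lower (26 higher when adjusted over the list alone), and 13 were higher and none was lower with Dox+4μ8c than untreated (18 higher and 2 lower when adjusted over the list alone). The median log2 change of the list was 0.65 with Dox and 0.27 with Dox+4μ8c. Of the 24 that rose, 12 were lower with Dox+4μ8c than with Dox and 8 were still at least 1.5 fold above untreated cells. The protein disulfide isomerase gene Pdia4 was at 1.19 (SE 0.06, adjusted p = 0.00097) with Dox and 0.89 (SE 0.06, adjusted p = 0.0057) with Dox+4μ8c, and the difference between them was -0.29 (SE 0.06, adjusted p = 0.11). Fkbp11 was at 1.52 (SE 0.07, adjusted p = 0.00072) with Dox and 0.39 (SE 0.07, adjusted p = 0.062) with Dox+4μ8c. Txndc11, a thioredoxin domain protein of the ER, was at 0.76 and 0.09, a difference of -0.67 (SE 0.05, adjusted p = 0.013). Of the 18 regulators of the PERK-ATF4 branch, 10 were higher with Dox+4μ8c than untreated (13 when adjusted over the list alone) and 2 were lower with Dox+4μ8c than with Dox (4 when adjusted over the list alone). The 2 were Eif2ak3, which encodes PERK itself, at -0.67 (SE 0.07, adjusted p = 0.018), and the secreted stress factor Gdf15 at -0.48 (SE 0.06, adjusted p = 0.024). As a set the regulators were lower with Dox+4μ8c than with Dox by camera (adjusted p = 0.018), but not with an estimated correlation (0.616), without the experiment term (0.410), without Dox replicate 1 (0.307) or without Dox+4μ8c replicate 2 (0.108). The chaperone list was higher with Dox by camera (adjusted p = 2.0e-26) and lower with Dox+4μ8c than with Dox (adjusted p = 7.5e-21), but not with an estimated correlation (adjusted p = 0.232 and 0.406), and Table S1 holds 16 of its members. Without the experiment term, 12 chaperones were higher with Dox (Pdia4 not among them), 4 were lower with Dox+4μ8c than with Dox, and 0 chaperones and 0 PERK-ATF4 regulators were higher with Dox+4μ8c than untreated (17 and 13 at an unadjusted p under 0.05). The 13 chaperones and 10 regulators higher with Dox+4μ8c became 2 and 6 without untreated replicate 1, 1 and 4 without Dox+4μ8c replicate 1, and 4 and 5 without Dox+4μ8c replicate 2; Pdia4 passed in the last of these only. No difference between Dox+4μ8c and Dox passed with either Dox+4μ8c array left out, and without Dox replicate 1 Pdia4 also passed and 4 regulators were lower. Fkbp11 passed with Dox+4μ8c against untreated with either Dox array left out.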

**Figure 3:**
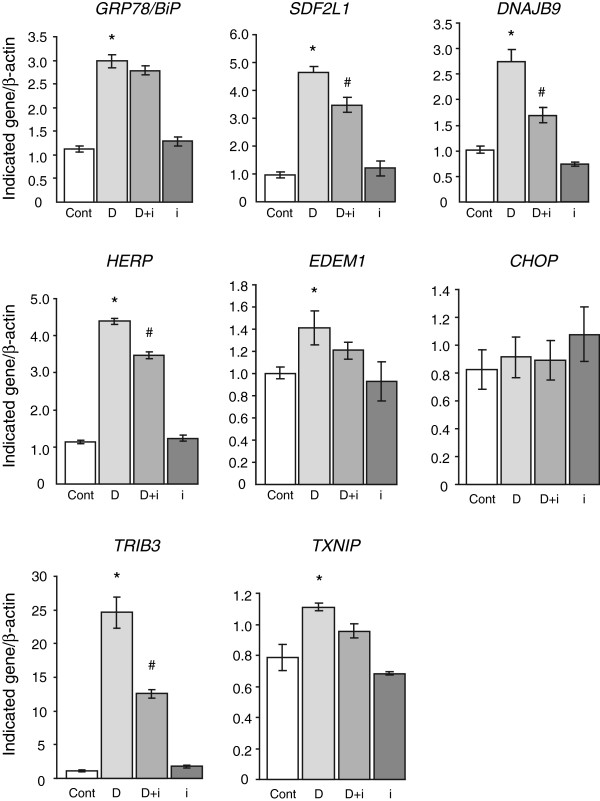
**Validation of select gene expression changes by qPCR.** Insulin 2 C96Y-GFP cells were treated as in Figure 2 and total RNA was prepared. Real-time PCR was used to analyze the levels of the indicated genes relative to cellular β-actin. Results are from N = 3 independent experiments. Statistical significance was assessed by ANOVA followed by Tukey post hoc test. *p < 0.05 D vs. Cont; #p < 0.05 D + i vs. D. (Cont: Control), (D: Doxycycline), (D + i: Doxycycline + 4μ8c inhibitor), (i: 4μ8c inhibitor alone).

We also validated some of these results using a structurally distinct small molecule inhibitor of IRE-1 endoribonuclease activity, MKC-3946 [25]. MKC-3946 also completely inhibited XBP-1 splicing in response to ER stress (Figure 4A) and produced effects on the induction of several UPR genes very similar to 4μ8c (Figure 4B).

**Figure 4:**
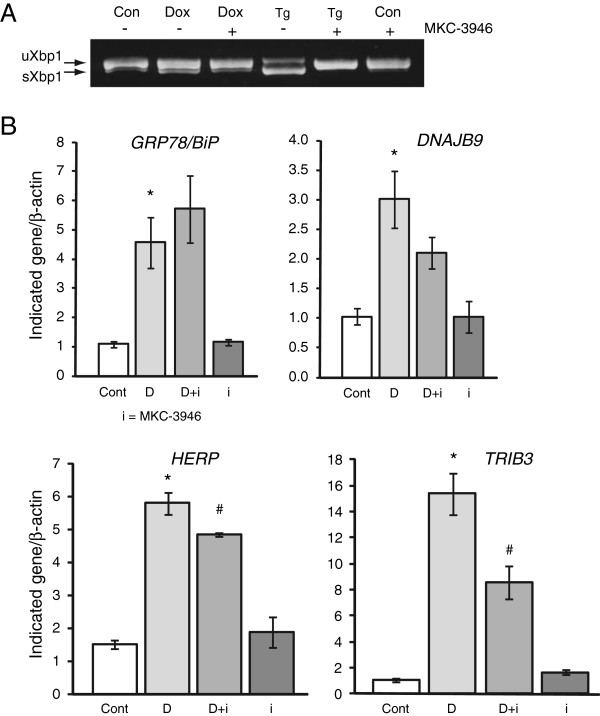
**Effect of MKC-3946 IRE1 inhibitor on XBP1 splicing and UPR gene induction. A**. Insulin 2 C96Y-GFP cells were treated or not with 2 μg/ml Dox for 48 h in the presence or absence of 10 μM MKC-3946 and total RNA was isolated. In lanes 4 and 5 the cells were treated with 1 μM thapsigargin (Tg) for 3 h prior to RNA isolation. **B**. Real-time PCR was used to analyze relative levels of the indicated genes. Results are from N = 3 independent experiments.

We previously showed that misfolded proinsulin degradation occurs via ER-Associated Degradation (ERAD) [23], a mechanism that retrotranslocates misfolded proteins in the ER lumen to the cytosol for degradation by the proteasome [29]. To further support this notion we examined the effect of inhibiting the ATPase p97/VCP component of the ERAD machinery using the inhibitor DBeQ [30]. Mutant proinsulin was induced by Dox for 24 h, then cycloheximide was added to prevent new protein synthesis and the cells were chased for 6 h with and without DBeQ. Inhibition of p97/VCP reduced mutant proinsulin degradation (Figure 5A). We therefore examined if inhibition of IRE1 activity would affect mutant proinsulin degradation. As shown in Figure 5B,C, the IRE1 inhibitor 4μ8c had no significant effect on misfolded proinsulin degradation. This is consistent with the fact that the ERAD gene Herp is still induced in the presence of IRE1 inhibitors (Figures 3 and 4), as is the Herp protein (Figure 5D). Thus, ERAD degradation of mutant proinsulin is not significantly affected by inhibition of the IRE1 pathway in these cells.Finally, we examined the effect of the IRE1 inhibitor on apoptosis in the mutant insulin expressing cell line. We hypothesized that since activation of the UPR was compromised by the inhibitor that this might sensitize the cells to apoptosis induced by chronic mutant proinsulin expression. General cell viability as monitored by an MTS assay was not significantly affected by mutant insulin expression or the 4μ8c inhibitor (Figure 6A). Mutant proinsulin expression however, induced apoptosis as monitored with a sensitive Cell Death ELISA assay that detects cytoplasmic oligonucleosomes and 4μ8c had no significant effect (Figure 6B). We also monitored cleaved caspase 3 levels by western blot analysis. Cleaved caspase 3 was detected in response to mutant proinsulin expression and was further increased when cells were cultured in the presence of additional stress caused by high glucose (Figure 6C). As expected, the level of cleaved caspase 3 even in the presence of high glucose was much less compared to commonly used thapsigargin or tunicamycin treatments that induce ER stress. The inhibitor had no effect on cleaved caspase 3 levels induced by mutant proinsulin expression in the presence of high glucose (Figure 6D).

**Figure 5:**
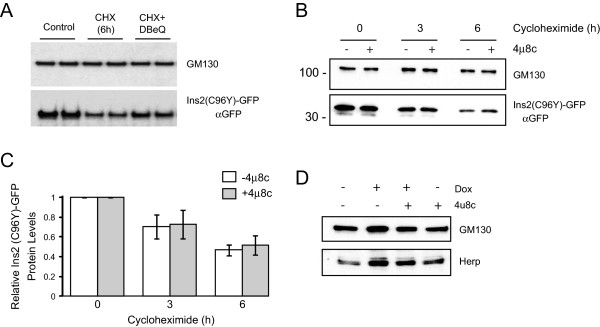
**Effect of IRE1 inhibitor on mutant proinsulin degradation.** Insulin 2 C96Y-GFP cells were treated with Dox for 24 h then treated or not with 100 μM cycloheximide (CHX) with or without p97/VCP inhibitor DBeQ **(A)** or 4μ8c **(B)**. At the times indicated the cells were lysed and proteins were resolved by SDS-PAGE and immunoblotted with anti-GFP and GM130 antibodies. **C**. Western blot results were quantified and normalized to t = 0 h of cycloheximide treatment (Mean ± SE of 4 independent experiments). **D**. Analysis of Herp protein expression by western blot analysis. Result is representative of N = 3 experiments.

**Figure 6:**
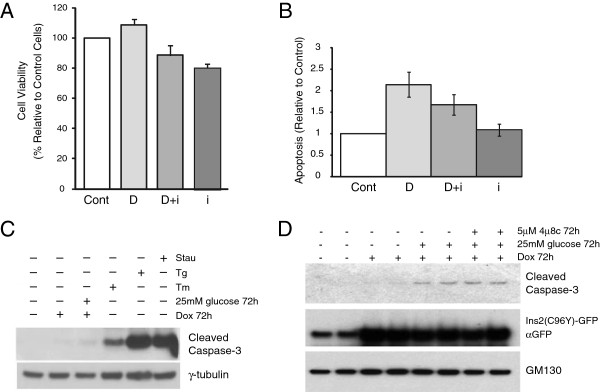
**Effect of IRE1 inhibition on apoptosis induced by misfolded proinsulin expression. A**. Insulin 2 C96Y-GFP cells were treated with or without IRE1 inhibitor 4μ8c (5 μM) in the presence or absence of doxycycline (2 μg/ml). After 48 h the cells were subjected to an MTS assay and % cell viability normalized to control cells. Result is from three independent experiments. (Cont: Control), (D: Doxycycline), (D + i: Doxycycline + 4μ8c inhibitor), (i: 4μ8c inhibitor alone). **B**. Cells were treated as in (A) and apoptotic cells were detected using a Roche Cell Death Detection ELISA assay kit as outlined in the Methods. Results shown represent the mean ± SE of 5 independent experiments. **C**. Insulin 2 C96Y-GFP cells were treated as indicated in the figure and cleaved caspase 3 levels were monitored by western blot analysis. Tg, thapsigargin 1 μM 6 h; Tm, tunicamycin 2 μg/ml 16 h; Stau, staurosporine 1 μM 2 h. **D**. Insulin 2 C96Y-GFP cells were treated as indicated in the figure and cleaved caspase 3 levels were monitored by western blot analysis.

## Discussion

In this study we examined the effect of IRE1 pathway inhibition on the UPR in a cell culture model of ER stress caused by expression of a misfolded mutant proinsulin. We found that inhibition of IRE1 endoribonuclease activity using selective inhibitors resulted in a generally blunted gene expression output, although no effect was observed on the kinetics of mutant proinsulin degradation, nor the sensitivity of the cells to apoptosis.

IRE1/XBP-1 has been shown to regulate a variety of genes in various cell types in response to ER stress, mostly related to ER function and the secretory pathway, although the target genes vary depending on the cell type and nature of the stress stimuli [31]. In the proinsulin C96Y-GFP model of ER stress numerous genes related to ER function, the secretory pathway and ER-associated degradation are increased. 

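Of 31 genes of ER translocation and the oligosaccharyltransferase, 23 were higher with Dox than untreated and none was lower (28 higher when adjusted over the list alone). The oligosaccharyltransferase subunit Ostc rose by 0.82 (SE 0.07, adjusted p = 0.0032), the translocon-associated protein Ssr1 by 0.71 (SE 0.06, adjusted p = 0.0033) and the signal peptidase subunits Sec11c and Spcs3 by 0.64 and 0.64. Of 34 genes of ER-Golgi transport, 17 were higher and none was lower (26 higher when adjusted over the list alone), among them Kdelr3 at 0.98 (SE 0.05, adjusted p = 0.00089), the cargo receptors Tmed3 and Tmed9 at 0.89 and 0.64, and the COPII coat subunit Sec23b at 0.68 (SE 0.07, adjusted p = 0.00402). Of 23 genes of ER-associated degradation, 12 were higher and none was lower (13 higher when adjusted over the list alone). Herpud1 (HERP) was at 1.65 (SE 0.10, adjusted p = 0.0012, or 0.079 without the experiment term), Selenos at 0.87 (adjusted p = 0.0025), or 0.074 without it, Derl2 at 0.70 (adjusted p = 0.0018), and the mannosidase-like genes Edem2 and Edem1 at 0.60 (adjusted p = 0.0038) and 0.45 (adjusted p = 0.0088). By camera, the 3 lists were higher than other genes (adjusted p = 8.7e-22, 7.8e-17 and 7.1e-11), but not with an estimated correlation (adjusted p = 0.222, 0.235 and 0.232). Table S1 holds 5, 4 and 4 of their members, which are not independent evidence. The numbers that rose, 23, 17 and 12, became 8, 6 and 7 without untreated replicate 1 and 14, 9 and 7 without untreated replicate 2, and Edem1 did not pass without either. Without Dox replicate 1, 1 gene of ER-Golgi transport and 1 of ER-associated degradation were lower with Dox.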

Here we show that some genes such as GRP78 are completely IRE-1 independent, which is consistent with GRP78 not requiring XBP-1 for its induction [32]. However, most other genes induced require IRE1 at least for maximal induction in response to mutant proinsulin-induced ER stress.

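Hspa5, which encodes GRP78, was higher than untreated by a log2 change of 0.70 (SE 0.09, adjusted p = 0.0093) with Dox and 0.66 (SE 0.09, adjusted p = 0.025) with Dox+4μ8c. The difference between Dox+4μ8c and Dox was -0.04 (SE 0.09, adjusted p = 0.90), and 0.00 and -0.08 in experiments 1 and 2. Both rises failed the test without the experiment term, with adjusted p of 0.093 for Dox and 0.17 for Dox+4μ8c. The rise with Dox+4μ8c also failed it without untreated replicate 1 or either Dox+4μ8c array.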

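The share of the log2 induction kept with 4μ8c differed between gene lists. Of the genes of ER translocation and the oligosaccharyltransferase that rose with Dox, the median kept 6.4% and 14 of 23 were lower with Dox+4μ8c than with Dox, among them Ssr1 at -0.72 (SE 0.06, adjusted p = 0.013) and Dad1 at -0.64 (SE 0.05, adjusted p = 0.013). In ER-Golgi transport the median kept 4.4% and 10 of 17 were lower, such as Sec23b at -0.71 (SE 0.07, adjusted p = 0.013) and Tmed9 at -0.61 (SE 0.06, adjusted p = 0.014). In experiments 1 and 2 these medians were 19.0% and -0.84% for ER translocation and 14.4% and -4.5% for ER-Golgi transport. The ER chaperones and foldases kept a median of 60.2%, and 64.4% and 49.6% in experiments 1 and 2. The genes that rose kept more in the lists of PERK-ATF4 regulators (86.8%, 2 of 13 lower), amino acid synthesis and transport (82.9%, 0 of 18 lower) and cytosolic aminoacyl-tRNA synthetases (78.7%, 0 of 12 lower). In the same order, these lists kept 86.6%, 92.9% and 90.9% in experiment 1 and 80.6%, 73.9% and 67.6% in experiment 2. At an unadjusted p under 0.05, 5 and 4 members of the last 2 lists were lower with Dox+4μ8c than with Dox (1 and 1 without the experiment term), and by limma 3 and 0 when adjusted over the list alone. Gpt2 of alanine metabolism went from 0.68 to 0.53 and the threonyl-tRNA synthetase gene Tars1 from 0.67 to 0.48, with differences of -0.15 (adjusted p = 0.33) and -0.19 (adjusted p = 0.17). Together, 76 genes of the ER and secretory lists kept a median of 16.4% and 43 genes of the other 3 lists 81.8% (two-sided permutation test over genes, p = 1e-05, the smallest that 100000 resamples can give), with 29.5% and 91.1% in experiment 1 and 8.7% and 72.4% in experiment 2. Of the 76, 42 were lower with Dox+4μ8c than with Dox, and of the 43, 2 were (Fisher's exact test, two-sided p = 8.0e-09). Genes are not independent replicates, and the sets were compared after their values were seen. When the term was left out 53 and 9 genes had risen, they kept 11.7% and 77.9% (permutation p = 2e-05), and 28 and 2 were lower with Dox+4μ8c (Fisher's exact p = 0.15). The chaperones that rose then kept 33.3% (12 genes) and the PERK-ATF4 regulators 56.0% (5 genes). In experiment 1 this order was reversed, at 43.9% and 36.4%, and in experiment 2 they kept 23.5% and 67.9%. Without the term, Tars1 with Dox and both Gpt2 and Tars1 with Dox+4μ8c did not pass against untreated. Camera called the lists of ER translocation and ER-Golgi transport lower with Dox+4μ8c than with Dox (adjusted p = 1.1e-28 and 4.1e-22), and the amino acid list as well (adjusted p = 0.0072), but none of them with an estimated correlation (0.361, 0.361 and 0.588). The amino acid list was not lower without the experiment term (0.422), without Dox replicate 1 (0.090) or without Dox+4μ8c replicate 2 (0.231), and the tRNA synthetases (adjusted p = 0.11) were lower without Dox+4μ8c replicate 1 (0.0032) or Dox replicate 2 (0.027). Of all 34 genes of ER-Golgi transport, 11 were lower with Dox+4μ8c than with Dox (7 without the experiment term, 6 without Dox replicate 2), and of all 22 of the amino acid list 0, or 1 with any untreated or Dox array left out. With either Dox+4μ8c array left out no gene passed the test of Dox+4μ8c against Dox.

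**Figure D1:**
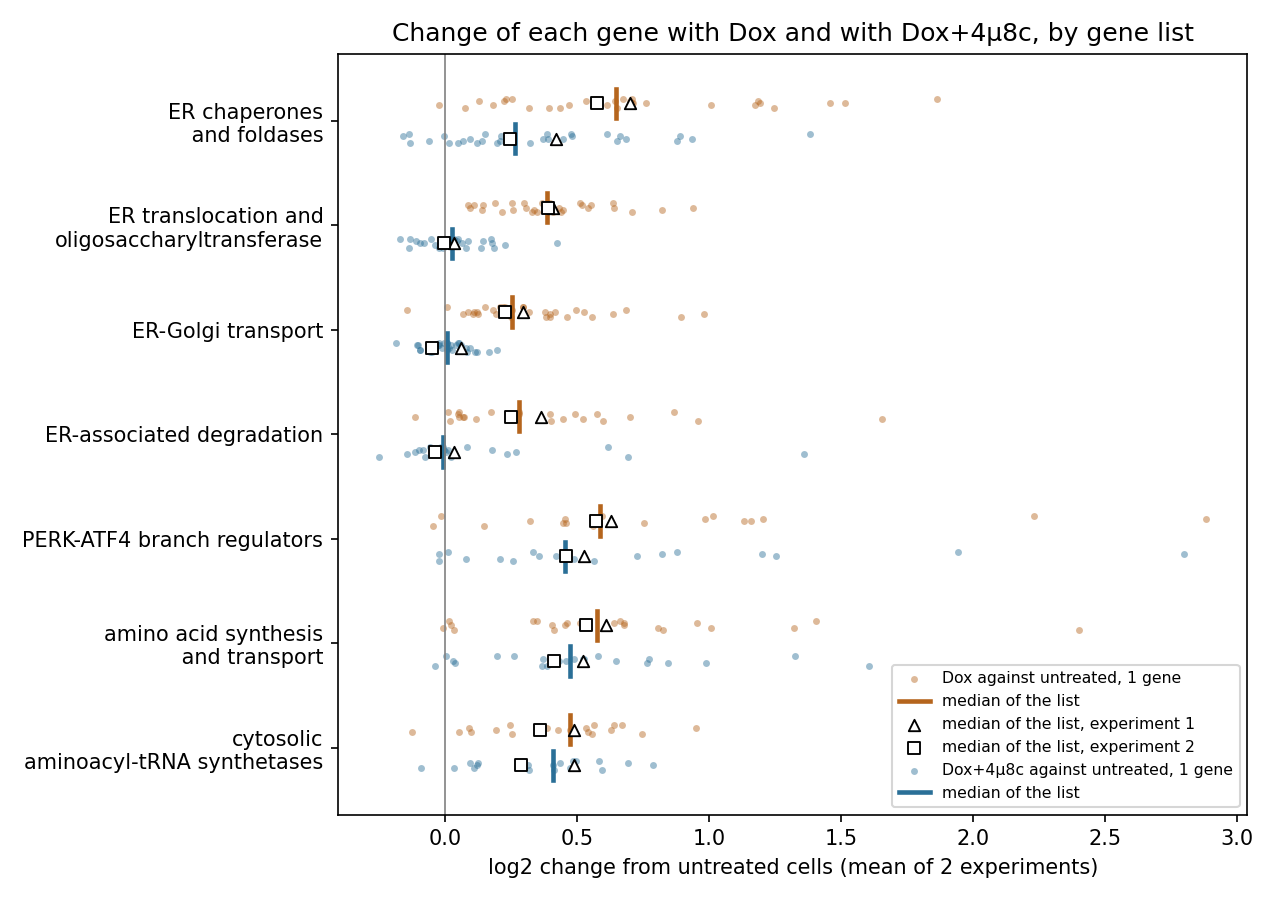
Log2 change from untreated cells (x axis, mean of 2 experiments) of each gene of 7 lists (rows) with Dox (upper, brown) and with Dox+4μ8c (lower, blue); bars are medians of a list, triangles and squares its medians in experiments 1 and 2. The median of ER-Golgi transport lies at 0.25 with Dox and 0.01 with Dox+4μ8c, and that of amino acid synthesis and transport at 0.57 and 0.47.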

Previously we showed that perturbation of the ERAD pathway either by Herp knock-down or proteasome inhibition significantly perturbs mutant proinsulin degradation and significantly enhances susceptibility to apoptosis [23]. 

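With Dox+4μ8c, 3 of the 23 genes of ER-associated degradation were higher than in untreated cells. They were Herpud1 at 1.36 (SE 0.10, adjusted p = 0.0057), Sel1l, an adaptor of the ER ubiquitin ligase, at 0.69 (SE 0.09, adjusted p = 0.023), and Selenos, an ER membrane partner of p97, at 0.62 (SE 0.07, adjusted p = 0.016). Sel1l is named because of the small count, after its value was seen. Adjusted over the list alone, 5 were higher and 1 was lower. The differences of Herpud1, Sel1l and Selenos between Dox+4μ8c and Dox were -0.30 (adjusted p = 0.304), -0.27 (adjusted p = 0.32) and -0.25 (adjusted p = 0.21). Of the 12 genes that rose with Dox, 6 were lower with Dox+4μ8c than with Dox. Edem2 had a difference of -0.85 (SE 0.06, adjusted p = 0.0102), Edem1 of -0.59 (SE 0.06, adjusted p = 0.013), the lectin gene Erlec1 of -0.48 (SE 0.05, adjusted p = 0.016) and Derl2 of -0.43 (SE 0.05, adjusted p = 0.0195). Against untreated cells, Edem2 was at -0.25 (adjusted p = 0.094), Edem1 at -0.15 (adjusted p = 0.29) and Derl2 at 0.27 (adjusted p = 0.058) with Dox+4μ8c. The 12 genes kept a median of 18.3% of their log2 induction, and 34.3% and 5.1% in experiments 1 and 2. The 8 genes that rose in the fit without the experiment term kept a median of -7.5%, and 9.0% and -20.8% in experiments 1 and 2. The list was lower with Dox+4μ8c than with Dox by camera (adjusted p = 2.4e-13), but not with an estimated correlation (adjusted p = 0.361). The fit without the experiment term called 0 of the 23 higher than untreated (5 at an unadjusted p under 0.05, Herpud1 at an adjusted p of 0.18), and Derl2 did not pass against Dox (0.12). The 3 became 1 without untreated replicate 1 and without Dox+4μ8c replicate 2, 0 without Dox+4μ8c replicate 1 and 5 with either Dox array left out, where Derl2 was higher and Edem2 lower than untreated past the test. The 6 became 0 with either Dox+4μ8c array left out.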

Although the extent of the increase in gene expression was reduced for most genes in the presence of the inhibitor, genes such as those coding for ERAD components are still increased. This may explain the lack of effect of the inhibitor on the degradation of the mutant proinsulin and indicates that IRE1 output is not essential for maintaining ERAD capacity.

Perhaps not surprisingly then, the inhibitor did not increase susceptibility to apoptosis caused by mutant proinsulin expression. Several possibilities could contribute to a lack of effect on cell apoptosis, including reduced RIDD activity in response to chronic stress caused by the misfolded proinsulin, in addition to less induction of some pro-apoptotic genes such as Trb3 [33] and TxNIP [8,9]. Combined with no compromise in ERAD or ability to induce the main ER chaperone BiP/GRP78, cells are no worse off if the IRE1 pathway is inhibited in the context of chronic ER stress caused by mutant proinsulin expression. Our results are consistent with the effect of the inhibitor in other secretory cells where inhibition of IRE1 reduced expansion of secretory capacity, but did not sensitize the cells to ER stress [24].

IRE1 activation results in the production of the XBP1 transcription factor that *in vivo* is required for the development of various secretory cells including pancreatic cells [34-36]. Indeed, disruption of the XBP1 gene in pancreatic β-cells in mice using the RIP-Cre system resulted in hyperglycemia and abnormal β-cell function caused by decreased insulin secretion, decreased insulin granule content and impaired insulin processing [37]. In addition, depletion of XBP1 resulted in constitutive hyperactivation of IRE1 including its RIDD activity [37]. Thus, although inhibition of IRE1 in the context of the Akita insulin mutation does not sensitize the cells to increased apoptosis, it is possible that inhibition of IRE1 *in vivo* in a physiological context might be detrimental to pancreatic β-cell survival.

## Conclusions

In summary, although inhibition of IRE1 compromised the full extent of UPR output in response to chronic ER stress caused by misfolded proinsulin expression, inhibition of IRE1 did not significantly affect ERAD or sensitize the cells to apoptosis. Future studies need to examine the effect of IRE1 inhibition in Akita mice and other more common models of rodent diabetes to determine whether targeting the IRE1 pathway could be of benefit to reducing pancreatic cell death caused by chronic ER stress.

### Availability of supporting data

All supporting data are included as additional files. Microarray data is deposited in the GEO repository, accession number GSE58866.

(http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE58866).

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

LZ, CN, PS and TO generated experimental data, read and edited the manuscript. PS and AV participated in the design of the study. AV participated in the coordination of the study and wrote the first draft of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 List of genes induced >1.5 fold by mutant proinsulin expression and mean fold-change induction compared to control cells from N = 2 independent microarray experiments. Column three is the mean fold-change induction of the same genes in the presence of the IRE1 inhibitor 4μ8c. Red: genes whose induction was not affected by 4μ8c; Blue: genes whose fold-induction was reduced by 4μ8c, but whose expression was still >1.5 fold. Green: genes whose induction in response to mutant proinsulin expression was no longer >1.5 fold in the presence of the inhibitor. Click here for file

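Of the 124 genes of Table S1, 117 were matched to a gene measured here, and 114 of these were higher with Dox past the test (55 without the experiment term). By value, 111 of the 117 were lower with Dox+4μ8c than with Dox. The folds of the table and those computed here from the log2 values differed by a median of 0.009 (log2) for Dox and 0.013 for Dox+4μ8c, and at most by 0.32 and 0.40. Of the 122 genes at least 1.5 fold higher here, 105 are in the table. Because the table was chosen on these arrays, the 114 are not independent evidence of the direction.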

Additional file 2: Table S2 List of genes reduced by >1.5 fold by mutant proinsulin expression and mean fold-change compared to control cells from N = 2 independent microarray experiments. Column three is the mean fold-change induction of the same genes in the presence of the IRE1 inhibitor 4μ8c. Red: genes whose >1.5 fold reduction was not affected by 4μ8c. Microarray source files are deposited in GEO data repository (GSE58866). Click here for file

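Of the 29 genes of Table S2, 26 were matched to a gene measured here, and 20 of these were lower with Dox past the test (10 without the experiment term). They were lower with Dox in both experiments in 23 cases, and at least 1.5 fold lower in 16 cases in experiment 1 and in 22 cases in experiment 2. By value, 22 of the 26 were higher with Dox+4μ8c than with Dox. The folds of the table and those computed here differed by a median of 0.026 (log2) for Dox and 0.017 for Dox+4μ8c, and at most by 0.49 for Dox. For Dox+4μ8c the largest gap computed was 0.27, that of Ercc6l2. It takes the paper's -0.70, a value that a single signed fold cannot have, as a rise, so that 0.27 is not an upper limit. Nedd1, Gabra2, Ercc6l2, St18, Wasf2 and Pex5l changed by less than 0.25 (log2) or were not lower with Dox in experiment 1, a count made after the values were seen. The table was chosen on these arrays, so that its direction is not independent evidence.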

How the deposited data were processed for this re-analysis (not part of the article)

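mRNA was measured on Affymetrix 3′ IVT rat arrays in INS-1 cells that express insulin 2 C96Y-GFP under Dox. The 6 arrays were 1 each of untreated cells, cells given Dox and cells given Dox with 5 μM 4μ8c in each of 2 independent experiments, with 48 h of Dox at 2 μg/ml in the paper and 4 μg/ml in the labels. The replicate number in the labels was taken as the experiment. That pairing rests on the paper's description and on the centring. The median over the 3 arrays labelled replicate 1 was 0 in 100% of probesets, against 0.84% for the 3 labelled replicate 2. The labels thus follow the sets in which the arrays were processed, which does not by itself show that the cells were grown together. The deviations of the arrays from their group means, correlated over genes between groups, gave r of 0.03 (untreated and Dox), 0.10 (untreated and Dox+4μ8c) and 0.03 (Dox and Dox+4μ8c), and genes are not independent replicates. Because the values were centred within each experiment, an offset shared by its arrays is removed, so that these correlations speak neither for nor against the pairing. Arrays of cells given 4μ8c alone and the quantitative PCR, western blot and apoptosis data were not analysed here.

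The log2 values were made by the authors with RMA, as the processing notes deposited with the samples state, without a version. They are centred per probeset within an experiment, as described beside the paper's account of the arrays. In experiment 2 the median over the 3 arrays was 0 in 0.84% of probesets. The software and the rule by which the 25476 probesets were kept are not stated in the files. Because of the centring, signal levels, signal over background and detection calls cannot be given, and no value was read as an absolute level. The number of arrays limits the precision.

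Of the 25476 probesets, 52 were controls, 7068 had no gene symbol, 378 had several symbols and 17978 had 1. The log2 values of the last were averaged per symbol (3839 genes had more than 1 probeset), which gave 12603 genes, none of them filtered out. A log2 change is the mean over both experiments of the difference between 2 groups, and a fold change is its power of 2. The 1.5 fold threshold is the paper's. The share of induction kept is the log2 change with Dox+4μ8c divided by that with Dox, both against untreated. The paper's text names no test for the arrays. Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, 3 contrasts of 3 groups, Benjamini-Hochberg adjusted p under 0.05 over all genes of a contrast), with 2 residual degrees of freedom and 4.25 from the prior. Counts, figures and other tests were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Permutation tests used 100000 resamples.

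The design written before the data were examined had no experiment term in the fit and named it as an alternative (a replicate block). After the centring and the values of about 14 genes had been seen, but before any fit, the term was taken into the model. The choice was then reconsidered, the fit without the term was run in full, and the term was restored when the counts of both fits were known. The reason lies in the medians, taken over 3 arrays in experiment 1 and, as inferred, over 4 in experiment 2. They give a gene raised in both Dox groups an offset between the experiments, which a fit without the term counts as spread. In simulated data, written after the counts were seen and with the fourth array of experiment 2 assumed to be like untreated, 100% (Dox) and 97% (Dox+4μ8c) of 100 genes raised 2 fold in both groups were called with the term, and 0% and 0% without it.

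The 16 gene lists were written from general knowledge before the array values were examined but after the paper's Tables S1 and S2 had been read. They were tested with limma's camera (preset correlation between genes of 0.01, Benjamini-Hochberg over the 16 lists of a contrast) and counted by the genes past the test, over all genes and over the list alone. Named genes followed a rule set before the data were examined. It took the 10 largest rises and falls past the test in each contrast that had the same sign in both experiments, the genes named in the paper's text or Fig. 2 for the arrays, the genes of its quantitative PCR, Xbp1, Ern1 (no match), Ins1 and Ins2, and up to 4 members of each list with the smallest p. The rule asked for both arrays of a group above both of the other, which the centring makes a comparison within experiments. Dnajb11, Eprs1, Myc and Sel1l lie outside it and are named because a count was small, and Runx1 and Tmem100 because their values differ from the paper's. In all, 136 genes fell under the rule.

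The procedure was tested on simulated data with the spread of these arrays. limma called 98% of genes changed 1.5 fold and 100% of genes changed 2 fold in the Dox group (92% and 100% without the experiment term), 11 unchanged genes (4 without it) and 0 unchanged lists by camera. Both comparisons with untreated cells use the same 2 untreated arrays. In 100 simulated data sets without any change, this alone gave a correlation over genes of 0.50 between the 2 sets of log2 changes, a covariance of 0.0029 and 0 genes higher in both and 0 lower in both (medians). The observed values were 0.72, 0.0160, 131 and 77, and lists of the same sizes drawn independently would share 6.54 and 2.85 genes. Without the experiment term 0 and 0 genes were shared. Over genes, the log2 changes of the 2 experiments had a Pearson r of 0.63 (Dox against untreated), 0.64 (Dox+4μ8c against untreated) and 0.48 (Dox+4μ8c against Dox).

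Alternatives set before the data were examined were the experiment term, single probesets in place of genes, arrays centred on their median, fits of only the 2 groups compared, linear folds averaged over probesets and experiments, a 2 fold threshold, genes picked in one experiment and read in the other, camera with an estimated correlation, and leaving out each array in turn. A filter on the dimmest 40% of genes, the brightest probeset of a gene and an intensity trend in eBayes were also set but need signal levels, so that they were not run. Leaving out probesets whose name ends in _s_at or _x_at, and those with equal values on all arrays of experiment 1, was added after the data were seen. Of the folds in Tables S1 and S2, those above 1 were compared as ratios and the signed folds of reduced genes by their sign and the SD between experiments, a choice made after it was seen which values differ under each. With the second rule applied to Table S1 as well, 21 of 234 values would differ, all by ratios of at most 1.32. Of the genes in these tables, Pycr1, Uap1, Cited1, Eif2c2, Abp10 and 5 names beginning with LOC were not matched.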

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

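The paper does not discuss the genes and lists below, and no technical or biological explanation was tested for them. Medians of lists are log2 changes over genes, with 2 arrays per group, and the p-values are from camera. All 5 medians lost their call with an estimated correlation (adjusted p from 0.159 to 0.588).

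The list of β-cell identity and insulin processing (20 genes) was lower with Dox than untreated, with a median of -0.22 (adjusted p = 4.6e-11), and higher with Dox+4μ8c than with Dox, with a median of 0.15 (adjusted p = 2.4e-13). Of its genes, 7 were lower with Dox and none was higher (12 lower when adjusted over the list alone, 5 without the experiment term). The 7 became 3 with either untreated array left out. The transcription factor gene Mafa was at -0.56 (SE 0.07, adjusted p = 0.009) with Dox and differed by 0.62 (SE 0.07, adjusted p = 0.019) between Dox+4μ8c and Dox, the only gene of the list past the test in that direction (11 when adjusted over the list alone, 4 without Dox replicate 1). Nkx2-2 was at -0.52 (SE 0.05, adjusted p = 0.0038), Kcnj11 at -0.51 (SE 0.05, adjusted p = 0.0032) and Abcc8 at -0.47 (SE 0.06, adjusted p = 0.0084). Ins1 and Ins2 were at -0.03 (adjusted p = 0.74) and -0.13 (adjusted p = 0.21). Whether the Ins2 probesets read the induced insulin 2 C96Y-GFP mRNA was not tested. The centred values hold no signal levels, so that these 2 values do not show that insulin mRNA was unchanged. Mafa did not pass with Dox without untreated replicate 1, nor against Dox with either Dox+4μ8c array left out, Abcc8 did not with either untreated array left out, and Nkx2-2 did not without the experiment term.

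The cell cycle list (26 genes) was lower with Dox by a median of -0.17 (adjusted p = 7.3e-10). Only Aurkb passed the test over all genes, at -0.26 (SE 0.05, adjusted p = 0.026), and 15 genes were lower when adjusted over the list alone. For Dox+4μ8c against Dox the list did not pass (adjusted p = 0.32). Aurkb passed with all arrays and without Dox replicate 1, and with no other array left out, and 3 genes of the list were lower without Dox replicate 1 and 3 without Dox replicate 2. Without Dox replicate 1, 2 were higher with Dox+4μ8c than with Dox. The cholesterol synthesis list (20 genes) was lower with Dox by a median of -0.067 (adjusted p = 0.00037, or 0.176 without untreated replicate 2) and lower with Dox+4μ8c than with Dox by a median of -0.14 (adjusted p = 7.2e-05, or 0.077 without Dox+4μ8c replicate 2). With Dox, Ebp was at -0.42 (SE 0.06, adjusted p = 0.016) and Idi1 at -0.36 (SE 0.06, adjusted p = 0.026) (3 genes lower when adjusted over the list alone), and neither passed with either untreated array left out, nor Ebp without the experiment term. Without untreated replicate 1 another gene of the list passed. Between Dox+4μ8c and Dox, Tm7sf2 was at -0.29 (SE 0.05, adjusted p = 0.043) (2 genes lower when adjusted over the list alone), and it passed only with all arrays and without Dox replicate 1.

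Among the genes lower with Dox+4μ8c than with Dox, 156 are not in Tables S1 and S2 (105 without the experiment term, 100 with either untreated array or Dox replicate 2 left out, 516 without Dox replicate 1 and 0 with either Dox+4μ8c array left out, where 1032 and 467 of all genes were lower at an unadjusted p under 0.05 by limma). Of the probesets without a gene symbol, 31 were at least 1.5 fold higher with Dox in both experiments, 10 were at least 1.5 fold lower, and 17 were at least 1.5 fold higher with Dox+4μ8c in both. These probesets were not tested.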

How the results depend on the processing

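No list or named gene past its test in either fit changed direction under an alternative. Lists that passed in neither fit did, namely other islet markers with Dox (without untreated replicate 1) and, for Dox+4μ8c against Dox, apoptosis regulators (without the replicate block, without probesets ending in _s_at or _x_at and without Dox replicate 1), tRNA synthetases (without Dox+4μ8c replicate 2) and mitochondrial chaperones (without Dox replicate 2 or Dox+4μ8c replicate 2), as did some named genes that passed in neither fit. Leaving out probesets whose name ends in _s_at or _x_at and those tied in experiment 1 were the alternatives chosen after the data were seen. With these, and with each array centred on its median, all 45 counts, shares and list results kept their side of the threshold or stayed within 1.5 times. Of the calls on named genes, 6 were lost and 4 gained with arrays centred, 1 lost without probesets ending in _s_at or _x_at and 1 gained without tied ones, and 9 lost and 20 gained with only the 2 groups compared in the fit. The share of induced genes under the threshold with 4μ8c stayed between 60.7% (with 2 fold as the threshold for both) and 77.9% under the alternatives that were run. For genes picked in one experiment and read in the other, this holds for the mean of both directions, 74.2%. That mean also counts picked genes under 1.5 fold with Dox in the other experiment, where 74.6% reached it in each direction. It is therefore not the same measure as the other shares. Genes picked in experiment 1 and read in experiment 2 lay outside the range, with 20.0% still at least 1.5 fold above untreated. The 40% filter on dim genes, the brightest probeset per gene and the intensity trend were not run, because the centred values hold no signal levels, and what signal over background limits could not be assessed for the same reason.

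Without the replicate block (the experiment term), limma called 303 genes higher and 137 lower with Dox (290 and 130 of them also called with it), 0 and 0 with Dox+4μ8c against untreated (825 and 1258 at an unadjusted p under 0.05, lowest adjusted p 0.074), and 14 and 129 with Dox+4μ8c against Dox (14 and 119 also called with it). Camera's adjusted p for Dox+4μ8c against Dox became 0.410 for the PERK-ATF4 list (0.018 with the block) and 0.422 for amino acid synthesis and transport (0.0072 with it), and 108 calls on named genes were lost. In simulated data, the centring of the 2 experiments over different numbers of arrays produces lost calls on single genes against untreated cells. The losses for Dox+4μ8c against Dox and in camera were not simulated, and their cause was not tested.

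At the level of single probesets, 164 were lower with Dox, 57 higher and 33 lower with Dox+4μ8c against untreated, 0 higher and 0 lower against Dox (435 and 1287 at an unadjusted p under 0.05, lowest adjusted p 0.059), and 57 were reduced at least 1.5 fold. With only the 2 groups compared in the fit, which leaves 1 residual degree of freedom, limma called 333 higher and 94 lower with Dox, 318 and 394 with Dox+4μ8c against untreated, and 14 higher with Dox+4μ8c than with Dox. At a 2 fold threshold 28 genes were induced and 3 reduced, fewer because the threshold is stricter, the induced genes kept a median of 74.5% and 66.7% of the reduced genes were higher with Dox+4μ8c than with Dox. Genes picked in one experiment and read in the other were lower with Dox+4μ8c in 91.5% of the induced and higher in 61.0% of the reduced genes. For the probeset level, the 2 groups in the fit and the shares at 2 fold, the cause was not tested.

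With an estimated correlation none of the lists passed camera. For Dox against untreated the adjusted p was 0.232 (ER chaperones and foldases), 0.222 (ER translocation), 0.235 (ER-Golgi transport), 0.232 (ER-associated degradation), 0.222 (PERK-ATF4), 0.222 (amino acids), 0.258 (tRNA synthetases), 0.159 (β-cell), 0.159 (cell cycle) and 0.542 (cholesterol). For Dox+4μ8c against Dox it was 0.406, 0.361, 0.361, 0.361, 0.616 and 0.588 for the first 6 of these lists, 0.235 (β-cell) and 0.588 (cholesterol). This fit has 2 residual degrees of freedom, from which the correlation is estimated.

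Leaving out 1 array leaves 1 residual degree of freedom, and the lone array of a group is assumed to vary like the other groups. In these fits a few genes, none of them named here, had a residual variance of zero, which limma offsets; with all arrays no gene had. The number of genes then ranged from 177 to 1104 (higher with Dox) and 61 to 655 (lower), 8 to 318 and 2 to 394 (Dox+4μ8c against untreated), and 0 to 325 and 0 to 580 (Dox+4μ8c against Dox, 0 with either Dox+4μ8c array left out). The highest counts were without Dox replicate 1 (with either Dox array left out for Dox+4μ8c against untreated). Genes induced at least 1.5 fold ranged from 110 to 146 and genes reduced from 22 to 73, the share of induced genes lower with Dox+4μ8c than with Dox from 87.7% to 96.7%, the median kept from 47.5% to 63.5%, the share of reduced genes no longer reduced from 45.5% to 87.7%, and the share of these higher with Dox+4μ8c than with Dox from 77.8% to 95.9%. For the lists, camera's adjusted p ranged from 4.3e-07 to 0.176 for cholesterol synthesis with Dox, and for Dox+4μ8c against Dox from 0.00013 to 0.307 for PERK-ATF4 (0.307 without Dox replicate 1), 0.00032 to 0.231 for amino acids (0.231 without Dox+4μ8c replicate 2), 3.9e-07 to 0.077 for cholesterol, 0.0032 to 0.946 for tRNA synthetases (0.0032 without Dox+4μ8c replicate 1, 0.027 without Dox replicate 2) and 0.0084 to 0.368 for other islet markers (0.0084 without Dox replicate 2). The other lists kept their side of the threshold with each array left out. Of the calls on named genes, 60 and 44 were lost (3 and 3 gained) without untreated replicates 1 and 2, 1 and 10 without Dox replicates 1 and 2 (41 and 20 gained), and 96 and 90 without Dox+4μ8c replicates 1 and 2. With the experiment term, the lone array of a group is fitted exactly, so that the spread comes from the other 2 groups alone. Counts between those 2 groups therefore equal those with only the 2 groups compared in the fit. Calls gained without Dox replicate 1 rest on Dox replicate 2, with no spread measured between Dox arrays. They do not show what Dox replicate 1 alone contributes. Other causes were not tested.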

Differences from the paper's values

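Of the folds in Tables S1 and S2 that were compared, 6 values of Table S2 differ from those computed here, as signed folds (negative where lower than untreated) and by more than the SD between the 2 experiments. The alternatives applied to them were arrays centred on the median, linear folds averaged and each array left out in turn.

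For Kcnip1 with Dox the paper's value is -1.72 and the value here -1.62, and only without Dox replicate 1 (-1.67) is it within the SD. For Kcnip1 with Dox+4μ8c the paper's value is -1.17 and the value here -1.12, outside the SD under all of these alternatives. For Runx1 with Dox the paper's value is -1.57 and the value here -1.42, outside the SD under all of them. For RGD1561537 (Ercc6l2) with Dox the paper's value is -1.54 and the value here -1.10, and only without Dox replicate 1 (-1.38) is it within the SD, while it turns to 1.15 without Dox replicate 2. For RGD1561537 with Dox+4μ8c the paper's value is -0.70 and the value here 1.19, outside the SD under all of them, although it turns to -1.0005 without Dox+4μ8c replicate 2. For Tmem100 with Dox+4μ8c the paper's value is -1.47 and the value here -1.33, outside the SD under all of them. A single signed fold cannot lie between -1 and 0, as do the paper's -0.70 for RGD1561537 and -0.92 for Abp10, which was not matched. The paper's table gives means over 2 experiments, and a mean of signed folds of opposite sign can lie there. Averaging signed folds was not among the alternatives run, so that this was not tested as a source of the differences. The number of differing values in Table S2 was 7 with arrays centred or linear folds averaged and between 9 and 22 with an array left out. No value of Table S1 differs under these settings by the rule for ratios.

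The paper's text gives about 120 induced genes at 1.5 fold, about 70% of them no longer induced and about 30% still induced with the inhibitor, and 6 genes not affected by it. The values here, 122, 70.5%, 29.5% and 4, do not differ by more than 1.5 times. Neither do those under the alternatives compared, all at 1.5 fold, except for 15 genes at or above Dox without Dox+4μ8c replicate 2. The 2 fold threshold, at which 28 genes were induced, was not compared with the paper's text. The 6 is set beside genes with values at or above those with Dox, since the paper states no threshold for it. By the folds of Table S1, 5 of its genes were at or above Dox with Dox+4μ8c. Vangl1, which Fig. 2 places among the induced genes, was at 0.48 (SE 0.05, adjusted p = 0.0045, or 0.078 without the experiment term) with Dox (log2), which is under 1.5 fold.

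The genes of the paper's quantitative PCR had the following values on the arrays. The paper states that CHOP mRNA is not significantly affected by 48 h of mutant proinsulin. Ddit3, which encodes CHOP and is among the induced genes of the paper's Table S1, was at 1.20 (SE 0.07, adjusted p = 0.000999, or 0.093 without the experiment term) on the arrays with Dox. The paper states that Trib3 and TXNIP are reduced by the inhibitor. Trib3 differed by -0.08 (SE 0.09, adjusted p = 0.76) between Dox+4μ8c and Dox, and by 0.04 and -0.21 in experiments 1 and 2, and Txnip by -0.08 (SE 0.05, adjusted p = 0.57), lower in both experiments but not past the test. Txnip rose with Dox by 0.27 (SE 0.05, adjusted p = 0.022, or 0.058 without the experiment term), and that rise passed only with all arrays or with a Dox array left out, and not without the experiment term. Sdf2l1 (-0.48), Dnajb9 (-1.05) and Edem1 (-0.59) were lower with Dox+4μ8c than with Dox past the test, as the paper states for quantitative PCR (none of them passed with either Dox+4μ8c array left out, nor Sdf2l1 without Dox replicate 2 or without the experiment term). Herpud1, for which the paper states the same, was lower by value but not past the test (-0.30), and Hspa5 did not differ past the test (-0.04).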

Other observations

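The tests on the share of induction kept, on the reduced genes, on the spike-ins of Dox replicate 2 and on the third of 3 arrays were chosen after these results had been seen.

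Of the genes of the quantitative PCR, Ddit3 was higher than untreated with Dox+4μ8c by 1.20 (SE 0.07, adjusted p = 0.0023) and differed by 0.00 from Dox (the rise did not pass without the experiment term), and Txnip was at 0.19 (SE 0.05, adjusted p = 0.11). Xbp1 was at 0.30 (SE 0.06, adjusted p = 0.046) with Dox and 0.41 (SE 0.06, adjusted p = 0.033) with Dox+4μ8c. The first did not pass with any array left out or without the experiment term, and the second only with all arrays or a Dox array left out, and not without the experiment term. Of 19 interferon-stimulated genes, 4 were higher with Dox and none was lower (4 higher when adjusted over the list alone): Isg20 at 0.69 (SE 0.07, adjusted p = 0.0049), Bst2 at 0.60 (SE 0.06, adjusted p = 0.0041), Psmb8 at 0.32 and B2m at 0.24 (2 without the experiment term). The 4 became 2 with any array other than Dox replicate 1 left out, where Psmb8 and B2m did not pass. The list as a set was not higher (adjusted p = 0.31 by camera, and 0.22 for Dox+4μ8c against Dox), and Isg20 was lower with Dox+4μ8c than with Dox by -0.66 (SE 0.07, adjusted p = 0.018), a call lost with either Dox+4μ8c array left out (3 genes of the list were lower without Dox replicate 1).

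Of 19 apoptosis regulators, Hrk (0.73 (SE 0.08, adjusted p = 0.0052)) and Txnip were higher with Dox and none was lower (2 higher when adjusted over the list alone, adjusted p of the list 0.66 for Dox and 0.85 for Dox+4μ8c against Dox). Neither passed without the experiment term, and Txnip did not with either untreated or either Dox+4μ8c array left out. Without Dox replicate 1, 1 regulator was lower with Dox and 1 higher with Dox+4μ8c than with Dox. Of 16 mitochondrial chaperones and proteases, Hspa9 (0.38 (SE 0.05, adjusted p = 0.011)) and Htra2 (0.30 (SE 0.05, adjusted p = 0.026)) were higher (2 when adjusted over the list alone, adjusted p of the list 0.17 and 0.73), and neither passed with either untreated array left out or without the experiment term, and Htra2 passed only with all arrays or without Dox replicate 1. Of 17 genes listed as substrates of regulated IRE1-dependent decay, Erp44 (0.65 (SE 0.05, adjusted p = 0.0024)) and Txnip were higher with Dox. Pcsk2 (-0.50 (SE 0.06, adjusted p = 0.0075)) was lower. The numbers higher and lower were 2 and 1 when adjusted over the list alone, and Pcsk2 was not past the test without untreated replicate 2. The list did not pass camera (adjusted p of 0.74 and 0.66). The paper names TxNIP as a pro-apoptotic gene apart from this decay, so that Txnip may not be a substrate. Between Dox+4μ8c and Dox, 0 of the 17 were higher by limma (0 at an unadjusted p under 0.05) and Erp44 was lower by -0.44 (SE 0.05, adjusted p = 0.021), a call lost without the experiment term or either Dox+4μ8c array. Of these 17 listed genes, some are also in the β-cell, chaperone and apoptosis lists.

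Of 10 fibroblast and stromal markers, 0 were called with Dox by limma (1 lower at an unadjusted p under 0.05), and Postn was lower with Dox+4μ8c than with Dox by -0.45 (SE 0.05, adjusted p = 0.018), a call lost with either Dox+4μ8c array left out. The adjusted p of the list was 0.24 and 0.48. Of 10 markers of other islet cells, Gcg alone passed, lower with Dox than untreated and higher with Dox+4μ8c than with Dox (with Dox, 1 higher and 1 lower when adjusted over the list alone, adjusted p of the list 0.66 and 0.14). Neither call on Gcg was made without the experiment term, nor the second with either Dox+4μ8c array left out. Dox+4μ8c against untreated gave 142 genes lower by limma (0 without the experiment term, with 1258 at an unadjusted p under 0.05), with 7 and 15 without untreated replicates 1 and 2, 3 and 2 without Dox+4μ8c replicates 1 and 2, and 394 with either Dox array left out.

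The lower values of Dox-induced genes with Dox+4μ8c were weighed against chance and against a uniform change. If genes had been picked on chance highs of the Dox arrays, at most 60% would be lower with Dox+4μ8c in the experiment that did not pick them, and 91.5% were. A response weaker by one common factor would leave the share of induction kept alike between lists, but it differed between the ER and secretory lists and the ATF4, amino acid and tRNA synthetase lists (permutation p = 1e-05, the smallest that the resamples can give, and 2e-05 without the experiment term), which covers the list members only. What stays open is whether the difference follows from IRE1 inhibition, as the paper proposes, since 4μ8c is the only inhibitor on these arrays and arrays of 4μ8c alone were not analysed here. The paper reports that the inhibitor alone changed no gene at least 1.5 fold. It also reports that MKC-3946, of another structure, had similar effects on several UPR genes by quantitative PCR. Also open is whether the rises with Dox follow from mutant proinsulin or from doxycycline itself. No array held Dox-treated cells without the mutant gene. For the Dox-reduced genes, 61.0% were higher with Dox+4μ8c in the experiment that did not pick them, 73.3% in one direction and 48.6% in the other, so that a recovery cannot be told apart from genes picked on chance lows of the Dox arrays. The 70 genes picked in experiment 2, which holds Dox replicate 2, keep this open.

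Dox replicate 2 had the widest spread of values of the 6 arrays. A candidate explanation is a shorter labelled product on this array, from degraded RNA or the labelling. The gap between the 5′ and 3′ probesets of the 4 poly-A spike-ins, against untreated of its experiment, was lower on this array for each of the 4, with a median of -0.65, compared with -0.16 on Dox replicate 1, 0.10 on Dox+4μ8c replicate 1 and -0.26 on Dox+4μ8c replicate 2. The spike-ins are added transcripts and not RNA of the cells, so that their gap cannot show whether the cell RNA was degraded. Whether the genes changed by Dox are affected was not tested. No biological explanation was tested.

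In experiment 1, 25.5% of probesets (6487) had exactly equal values on all 3 arrays, against 0.18% to 0.24% equal between any pair of arrays in experiment 2. A floor on low signals would put the third array above the other 2 wherever those are equal, but it was lower in 49.6% of such probesets. Median polish, the step of RMA that summarises probes, may give the ties when the number of arrays is odd. Simulated on 5000 unchanged probesets of 11 probes each, it gave ties on all 3 arrays in 43.5% and, with 4 arrays, in 0%. Such ties make changes of 0 in experiment 1 common, so that small changes in that experiment are measured coarsely. No biological explanation was tested.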
